A study of Homo sapiens with 20 samples. Its data were reported in "Parallel factor ChIP provides essential internal control for quantitative differential ChIP-seq" (2018).

How the data were processed

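MCF-7 cells, an estrogen-receptor-positive breast cancer line, had been grown without steroids and then given 100 nM E2 for 45 min (ER) or 2 h (H4K12ac), or left untreated. The 20 ChIP-seq libraries comprised 3 per condition in each comparison, in which an ER or H4K12ac antibody was combined with a CTCF antibody in the same pull-down. The remaining 8 were CTCF alone or input. Groups were taken from the submitters' labels.

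Per the submitters' processing notes, reads were aligned to hg19 with Bowtie2 2.3.2, blacklisted regions were removed with bedtools 2.25.0, peaks were called with MACS2 and reads per site were counted in DiffBind 2.5.6. The authors then scaled the libraries of the conditions to each other by a linear regression through the counts at CTCF control sites, which were afterwards removed from the tables. The levels and folds deposited by the authors are log2 values, the levels of the mean scaled read count per condition and the folds of their ratio, listed to 2 decimals as untreated minus E2. The p-value and FDR of each site were computed by the authors with DESeq2 in DiffBind and deposited to 3 digits. The sign of each fold was turned so that a value above 0 means higher after E2, and the sign was checked against the levels of both conditions, from which no fold differed by more than 0.01.

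For H4K12ac, an FDR of 1 was listed at 4439 sites, 2174 of them with a p-value under 0.5 and each of these 2174 with a mean level of at most 1.96. The smallest FDR corresponded to 11886 tests, so the deposited FDR was taken as adjusted over the sites above a mean level. The lowest level listed per condition was -0.20 untreated and -0.23 after E2 in the ER table and -0.23 and -0.28 in the H4K12ac table, each under 1 scaled read. Levels at this value were treated as not detected, and no fold is printed for such a site.

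The tables hold the authors' comparison and no values per library. No model was fitted, so each call is the authors' FDR under 0.05, and the spread between libraries, leave-one-out and other splits of the libraries were out of reach. The tables do not give the depth per library. The study lists total reads and quality measures per library, which were not used here. In that list, an ER library after E2 had a much lower share of reads in peaks than the other ER libraries. Its weight in the ER calls could not be examined. Each site counted once with its direction. Shares of sites have 95% exact (Clopper-Pearson) intervals, and medians have bootstrap intervals of 2000 draws. Sites are not independent replicates, so these intervals describe the sampling of sites only.

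H4K12ac sites within 500 bp of an ER site called higher were compared with the other H4K12ac sites by the difference of median folds. Their median was ranked among 10000 random lists of the same size drawn within 20 classes of mean level. Called sites were compared by a two-sided Fisher's exact test. Nearest pairs within 500 bp were compared by Spearman's rho and Pearson's r with 100000 permutations.

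Genes came from the GENCODE release 44 annotation placed on hg19, restricted to 20149 protein-coding genes. The lengths of 24 of 24 chromosomes were equal between hg19 and the reference, and no site ended past a chromosome. A site belonged to each gene that contained it or lay within 20000 bp. The 9 gene lists (loci named by the study, estrogen-induced genes, estrogen-repressed genes, luminal factors and keratins, immediate early genes, ER coregulators, housekeeping genes, basal and mesenchymal genes, and genes of other tissues) were written before the data were examined. Some genes stood in more than 1 list, such as RARA, NRIP1, XBP1 and GREB1, so the lists were not independent of each other. Each list was tested against all genes with a site by a two-sided Fisher's exact test. The test was made for at least 1 site called higher and for at least 1 called lower, with Benjamini-Hochberg adjustment over the 9 lists of a table. A permutation of genes within classes of their number of sites (10000 draws) was added after the tables were seen, for sites called higher and for sites called lower.

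The sites named were chosen by a rule also written before the data were examined. It took, in each table, the 10 sites with the smallest p-value among those called higher and the 10 among those called lower, the 3 sites with the highest mean level, and the 5 H4K12ac sites near a gained ER site with the smallest p-value in each direction. For each list gene it took the site with the smallest p-value.

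Motifs were sought on both strands in windows of 200 bp centred on ER sites and in windows of the same width 2000 bp away. The patterns were GGTCANNNTGACC with up to 2 mismatches for the estrogen response element, TGTTTAC for FOXA1, AGATAA for GATA factors and CCASYAGRKGGC with up to 1 mismatch for CTCF. For H4K12ac the CTCF pattern was sought over the whole site. Alternatives covered the FDR threshold, a minimum mean level of 3, a minimum absolute log2 fold of 1, recomputed FDR, recentred folds, site windows, gene windows, and sites at the lowest level or on alternate contigs left out.

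The methods were tested on simulated data. The Benjamini-Hochberg code was run on independent simulated scores with a planted shift, where 4.92% of calls were unchanged sites and 94.2% of changed sites were called. The latter share was set by the size of the planted shift. Neither value describes the authors' H4K12ac calls. Without a planted shift, 1 of 40 simulations left the central 95% of random lists, and a shift of 0.2 reached percentile 100. A planted rho of 0.29 was recovered as 0.31, and 5.5% of unrelated pairs had p under 0.05. Of 1800 random gene lists, 10 had an adjusted p under 0.05 in Fisher's exact test. These lists were drawn evenly from genes with an H4K12ac site and tested for H4K12ac gains. They do not cover ER or lists whose genes have more sites than other genes. The motif scan found 500 of 500 planted copies of each pattern and matched 38 (estrogen response element), 18 (FOXA1), 41 (GATA) and 6 (CTCF) of 500 random sequences, and 200 of 200 site distances equalled a direct search. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and pyfaidx 0.9.0.4, and samtools 1.23.1. CTCF-only and input libraries have no processed values and were left out.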

Results

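MCF7 is a human breast cancer cell line that grows in response to estrogen. The cells were treated with 100 nM estradiol (E2) or left untreated, and the experiment asked how much more of the genome the estrogen receptor (ER), a transcription factor activated by E2, occupied and how much acetylation of lysine 12 on histone H4 (H4K12ac, a mark found at active regulatory DNA) changed. In each ChIP-seq library an antibody against ER or H4K12ac was combined with an antibody against CTCF, a DNA-binding protein that served as the internal control for scaling. ER was measured after 45 min in 3 untreated and 3 E2 libraries. H4K12ac was measured after 2 h in 3 untreated and 3 E2 libraries. The other 8 of the 20 libraries were CTCF alone (1 for each condition of each experiment) or input DNA (2 for each experiment). They have no levels of their own here. The study's methods state that CTCF-only pull-downs served to make a consensus set of CTCF peaks, so they can bear on the scaling. Both inputs of the H4K12ac experiment are labelled untreated. The processed values used here were the authors' own comparison tables, with 25787 ER sites and 16267 H4K12ac sites, each with 1 level per condition (log2 of the mean scaled read count), a log2 fold, a p and a false discovery rate (FDR). The tables hold no values for single libraries, so no SD or SE can be given, the tables do not show the sequencing depth per library, and each p and FDR below is the authors' own. Depth per site is seen only in the mean level, whose median was 13.4 scaled reads for ER and 6.50 for H4K12ac. The labels give replicate numbers only, and the study's methods describe plates of cells grown for each pull-down, so such a p measures the spread between plates of a single cell line. Folds are given as E2 minus untreated on the log2 scale, and coordinates are hg19.

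The first comparison asked where ER binding was gained 45 min after E2. At FDR under 0.05, 16871 sites were higher and 12 were lower in the authors' deposited table, and 8904 did not pass. The median log2 fold was 3.86 among the sites called higher, with quartiles of 2.92 and 4.75. Of the sites called higher, 5.20% lay within 1000 bp of the transcription start of a protein-coding gene (95% exact binomial interval 4.87 to 5.54), against 26.6% of the sites that did not pass (25.7 to 27.6). A CTCF core motif was present at 13.5% of the sites that did not pass, against 1.73% of the sites called higher. An untreated level at the lowest value in the table (-0.20, or 0.871 scaled reads) was listed for 4117 of the sites called higher, and their folds are not read as sizes. On the main chromosomes the median log2 fold of the other sites called higher was 3.45. Recentring the folds on the median of all sites, a shift of 2.87, gave 12853 higher and 3979 lower called sites by construction, which does not test the directions.

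**Figure D1:**
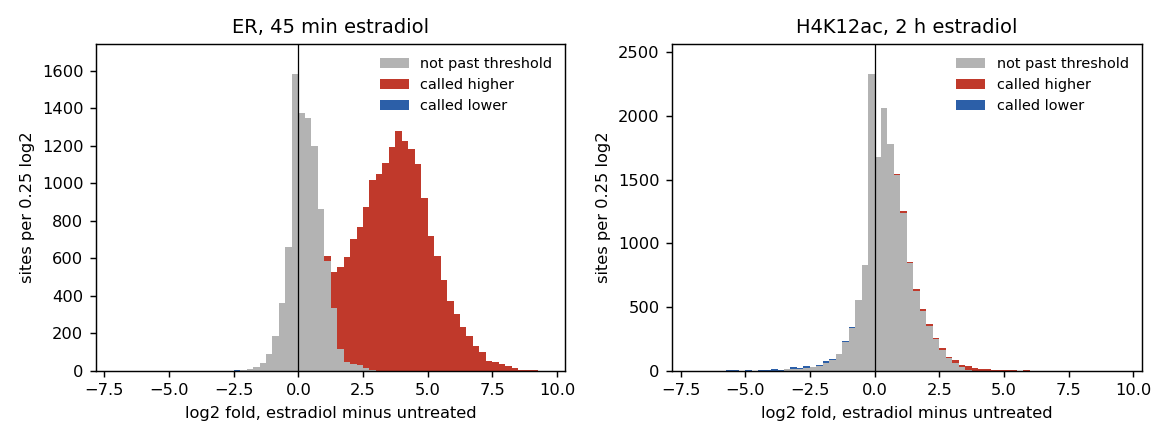
Number of sites (vertical axis, per bin of 0.25) by log2 fold, E2 minus untreated (horizontal axis), for ER (left) and H4K12ac (right), with called sites in color and sites that did not pass in grey. The ER sites form a group around 0 and a second, called group with a median of 3.86, whereas most H4K12ac sites were not called and their median was 0.44. The spike just below 0 contains the 569 ER and 1064 H4K12ac sites listed at the lowest level in both conditions.

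The strongest gains by p were spread over many loci of the authors' deposited table. The site with the smallest p lay in an intron of PTPRG, a receptor-type tyrosine phosphatase (chromosome 3, 61793332 to 61793901), where the level went from 3.27 to 10.73 (log2 fold 7.46, FDR 2.08e-45). Next in the authors' deposited table were an intergenic site 15372 bp from a start of MAX, the partner protein of MYC (chromosome 14, 65584785 to 65585612, log2 fold 7.24, FDR 2.05e-41), and an intron of RAD51B, a DNA repair gene (chromosome 14, 69036524 to 69037324, log2 fold 6.21, FDR 4.21e-36). An intron of BCAS4 on chromosome 20 (49415148 to 49415767) went from 1.41 to 10.16 there, the largest rise of the 10 sites with the smallest p (log2 fold 8.75, FDR 2e-35). The remaining 6 of these 10 sites lay in introns of MLYCD and OSGIN1 (which overlap), ASB13 and FSTL4 and between genes near JARID2, ZNF217 and NR5A2, with log2 folds from 4.88 to 6.60 in the authors' deposited table. The intergenic site 52737 bp from ZNF217 (chromosome 20, 52278168 to 52278890) also had the highest mean level of the table, with 8.15 untreated and 13.03 after E2. The sites next in mean level, in an intron of BRIP1 and 36217 bp from PREX1, rose by log2 folds of 4.02 and 4.70 in the authors' deposited table.

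The 12 sites called lower had small levels and small margins, with a median log2 fold of -2.08 and a median mean level of 2.67 in the authors' deposited table. The smallest FDR was at an intron of ADARB2, an RNA-editing enzyme family member (chromosome 10, 1508643 to 1508817, level 3.6 to 0.71, FDR 0.00347), followed by an intron of WNT9A 1 bp from a start (chromosome 1, 228135195 to 228135632, level 4.02 to 1.95, FDR 0.00431). The others among the 10 with the smallest p lay in introns of PPP1R12A, HIVEP3, PRRX2, TINAG and NT5C2, in an untranslated exon of FRAS1 and near BAK1 and CHST9. Of the 12 sites, those at ADARB2 and WNT9A were the 2 with an FDR under 0.01 in the authors' deposited table. Because most sites were called higher, the FDR was close to the unadjusted DESeq2 p, such as 0.0443 against 0.0289 at NT5C2. At an unadjusted p under 0.05, 25 of the 25787 sites had a fold below 0. The FDR covers calls of both directions together, so it does not bound the share of false calls among these 12 sites.

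Genes known to be induced by estrogen carried ER gains in nearly every case. Of the 30 genes of this list, 28 had an ER site in the gene or within 20000 bp of it and 26 had at least 1 site called higher in the authors' deposited table, with 104 of their 125 sites called higher and none lower (104 when adjusted over the list alone). GREB1, a cofactor of ER, had 16 of 18 sites called higher, the one with the smallest p going from 4.51 to 9.21 (chromosome 2, 11670945 to 11671612, intron, FDR 1.94e-18, authors' deposited table). For TFF1, a secreted trefoil peptide, a site 8812 bp from its start rose by a log2 fold of 5.84 (FDR 1.71e-20), and for PGR, the progesterone receptor, an intronic site rose by 5.85 (FDR 6.21e-15) in the authors' deposited table. CCND1 (cyclin D1) had 3 sites, of which the one with the smallest p had a log2 fold of 1.06 and an FDR of 0.143, and E2F1 had 1 site, with -0.47 and 0.673, in the authors' deposited table. At least 1 site called higher was also present at 65.9% of the 11656 protein-coding genes with an ER site (odds ratio 6.75, two-sided Fisher's exact test, p = 0.00203, adjusted p = 0.0183 over 9 lists). With sites up to 100000 bp away the list did not pass (29 of 30 genes, Fisher's exact test, adjusted p = 0.113). List genes had more sites each (median 4 against 2), and in a two-sided permutation of genes within classes of the number of sites the median count with a gain was 24 of 28 (95% of draws 21 to 27, p = 0.267, adjusted p = 0.801).

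The other lists did not pass for ER gains in two-sided Fisher's exact tests with sites up to 20000 bp from the gene. This does not show that an excess was absent. A gain was present at 65.9% of all genes with an ER site, so even lists with a gain at every gene with a site did not pass. No site of any list was called lower by the authors' DESeq2 test or had an unadjusted p under 0.05 with a fold below 0. The loci named by the study had a gain at 6 of 6 genes with a site (34 of 36 sites, 34 adjusted over the list alone, Fisher's exact test, adjusted p = 0.228), including NRIP1 at 4 of 4 sites, XBP1 at 5 of 5 and RARA at 1 of 1 in the authors' deposited table. The study followed ER at RARA, NRIP1 and XBP1 in these same libraries, so the direction at these genes is not independent evidence. Its other list genes were named for H4K12ac, for ER in xenografts or as a control region. Luminal factors and keratins had a gain at 10 of 10 genes (44 of 57 sites, 44 over the list alone, Fisher's exact test, adjusted p = 0.0581), and with sites within 5000 bp of a start 7 of 8 genes had a gain, which passed (odds ratio 11.1, adjusted p = 0.0315). With sites up to 100000 bp away this list did not pass (10 of 10 genes, Fisher's exact test, adjusted p = 0.522), and in the permutation of genes within classes of the number of sites the random median was also 10 of 10 (adjusted p = 1). Among them was GRHL2, an epithelial transcription factor, with 10 of 11 sites called higher and a log2 fold of 7.05 at an intron (FDR 8.48e-28, authors' deposited table). ER also gained binding at its own gene, ESR1, at 4 of 8 sites, at FOXA1 at 3 of 3 and at GATA3 at 3 of 7 in the authors' deposited table. Estrogen-repressed genes had a gain at 10 of 10 genes with a site (19 of 28 sites, 19 over the list alone, Fisher's exact test, adjusted p = 0.0581), with ABCG2, a drug efflux transporter, at 7 of 8 sites in the authors' deposited table. Immediate early genes had a gain at 6 of 7 genes (12 of 18 sites, 12 over the list alone, Fisher's exact test, adjusted p = 0.559), and ER coregulators at 4 of 9 (20 of 33 sites, 20 over the list alone, adjusted p = 0.460), of which NCOR2, a corepressor, held 13. Housekeeping genes had a gain at 3 of 4 genes (3 of 7 sites, 3 over the list alone, Fisher's exact test, adjusted p = 1), basal and mesenchymal genes at 4 of 4 (11 of 15 sites, 11 over the list alone, adjusted p = 0.460) and genes of other tissues at 2 of 3 (4 of 5 sites, 4 over the list alone, adjusted p = 1).

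**Figure D2:**
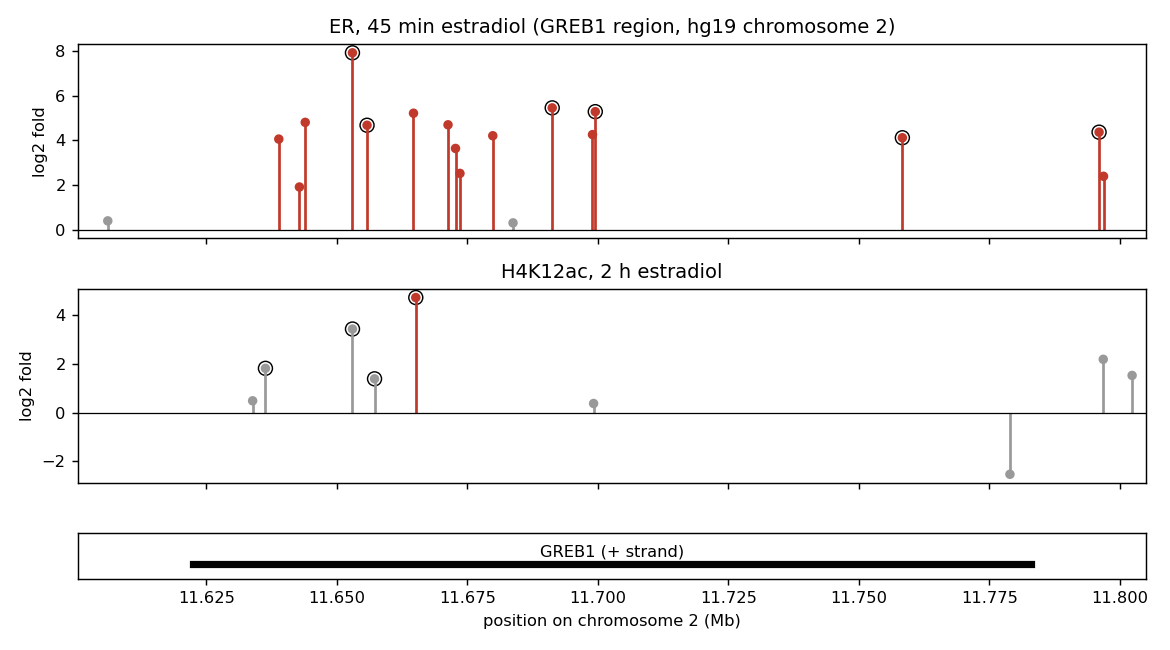
Log2 fold (vertical axes) of each ER site (top) and H4K12ac site (middle) in and within 20000 bp of GREB1 on chromosome 2 (horizontal axis, Mb, hg19), with the gene below. Red sites were called higher, grey sites did not pass and black rings mark a site listed at the lowest level in a condition. ER was called higher at 16 of 18 sites and H4K12ac at 1 of 9.

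The second comparison asked where H4K12ac changed 2 h after E2. At FDR under 0.05, 251 sites were higher and 126 lower in the authors' deposited table, 2.32% of all sites together, with median log2 folds of 3.23 (quartiles 2.11 and 3.99) and -2.84 (quartiles -3.88 and -2.07). Called sites were wider than the rest, with a median of 1376 bp for those higher and 1584.5 bp for those lower against 328 bp. Of the sites called higher, 80 were listed at the lowest untreated level (-0.23), and of those called lower, 34 at the lowest E2 level (-0.28). Their folds enter the medians and quartiles above but are not read as sizes. Transcription starts of protein-coding genes lay within 1000 bp of 14.7% of the sites called higher (exact binomial interval 10.6 to 19.7), 7.94% of those called lower (3.87 to 14.1) and 10.9% of the rest (10.4 to 11.4), so the shares were not told apart at these numbers. Both counts moved by over 1.5 times with the FDR threshold: 146 sites were higher and 64 lower at FDR under 0.01, and 389 were higher at FDR under 0.1.

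The H4K12ac site with the smallest p among those called higher spanned 99291471 to 99294784 on chromosome 15, in an intron of IGF1R, the receptor of insulin-like growth factor 1, and went from 3.95 to 7.04 (log2 fold 3.10, FDR 5.35e-16, authors' deposited table). The next sites were listed at the lowest level untreated and at 7.26, 6.97 and 6.65 after E2 in the authors' deposited table. They lay 123906 bp from a start of STC2 (stanniocalcin 2; chromosome 5, 172879323 to 172882864, FDR 2.83e-14), in an intron of ZMYND8, a chromatin reader (chromosome 20, 45973336 to 45975338, FDR 9.26e-13), and in TPD52L1 at a transcription start (chromosome 6, 125522158 to 125527038, FDR 1.8e-11). The rest of the 10 with the smallest p lay near UGCG, a ceramide glucosyltransferase, and in introns of PEBP4, GSE1, C1QTNF6, ABHD2 and CDH18, with log2 folds from 2.14 to 4.73 in the authors' deposited table. The highest mean level of all H4K12ac sites was 14764 bp from XBP1, a transcription factor of the unfolded protein response (chromosome 22, 29211349 to 29217018), and rose from 6.91 to 8.11 (FDR 3.01e-06) in the authors' deposited table. The following sites by mean level lay near POFUT2, with a log2 fold of 0.73 and an FDR of 0.0686, and in RCC1, with 0.85 and 0.00302, in the authors' deposited table.

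Of the sites called lower, the smallest p belonged to an intergenic region 116979 bp from NUDT7 (chromosome 16, 77635377 to 77639410), where H4K12ac fell from 6.96 to 2.17 (FDR 2.71e-20, authors' deposited table). Near ZNF217, a transcription factor gene on chromosome 20, a site at 52389371 to 52391503 was listed at 6.74 untreated and at the lowest level after E2 (FDR 1.15e-10), and so was an intron of BCAS3 on chromosome 17 (59307764 to 59309422), at 6.47 untreated (FDR 1.89e-10, authors' deposited table). An intron of PREX1 lost a smaller part of a high level, 7.37 to 5.64 (FDR 1.45e-07, authors' deposited table). Introns of THADA and TMEM64 had log2 folds of -4.77 and -4.50, and sites near SALL4 and ABCG8 and in introns of ZMYND8 and AHRR were at the lowest level after E2 in the authors' deposited table. ZMYND8 thus held both a site called higher and a site called lower.

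Of the 9 lists, estrogen-induced genes had the most genes with a gain of H4K12ac. It was also the largest list, with 30 genes. GREB1 and XBP1 stood both in it and among the loci named by the study. The study named these genes from the called sites of this same comparison, so they are not independent evidence here. Of 24 list genes with a site, 10 had one called higher and none one called lower, against 2.86% of 10425 genes with an H4K12ac site (odds ratio 25.1, two-sided Fisher's exact test, p = 4.31e-10, adjusted p = 3.88e-09 over 9 lists). In a permutation of genes within classes of the number of sites, the random median was 1 gene (95% of draws 0 to 3), with p = 0.0002, the smallest the draws can give (adjusted p = 0.0018). The 10 genes were CTSD, GREB1, KRT13, MYB, PDZK1, RET, SIAH2, SLC9A3R1, TPD52L1 and XBP1, with 13 of the list's 60 sites called higher (18 higher and 1 lower adjusted over the list alone, and 22 higher and 1 lower at an unadjusted p under 0.05). SIAH2, a ubiquitin ligase, rose at an intron from 2.03 to 5.67 (FDR 1.48e-07) and CTSD, the lysosomal protease cathepsin D, 7780 bp from its start from 2.43 to 5.09 (FDR 0.000637), both in the authors' deposited table. MYB, a proto-oncogene, was listed at the lowest level untreated and at 5.0 after E2 in an intron (FDR 1.07e-05), and GREB1 at the lowest level untreated and at 4.48 after E2 (FDR 0.000271), in the authors' deposited table. NRIP1, a corepressor of ER, had a log2 fold of 2.69 that did not pass (FDR 0.0517), and the smallest FDR at MYC was 0.538, at STC2 0.279 and at RARA 0.807 in the authors' deposited table.

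**Figure D3:**
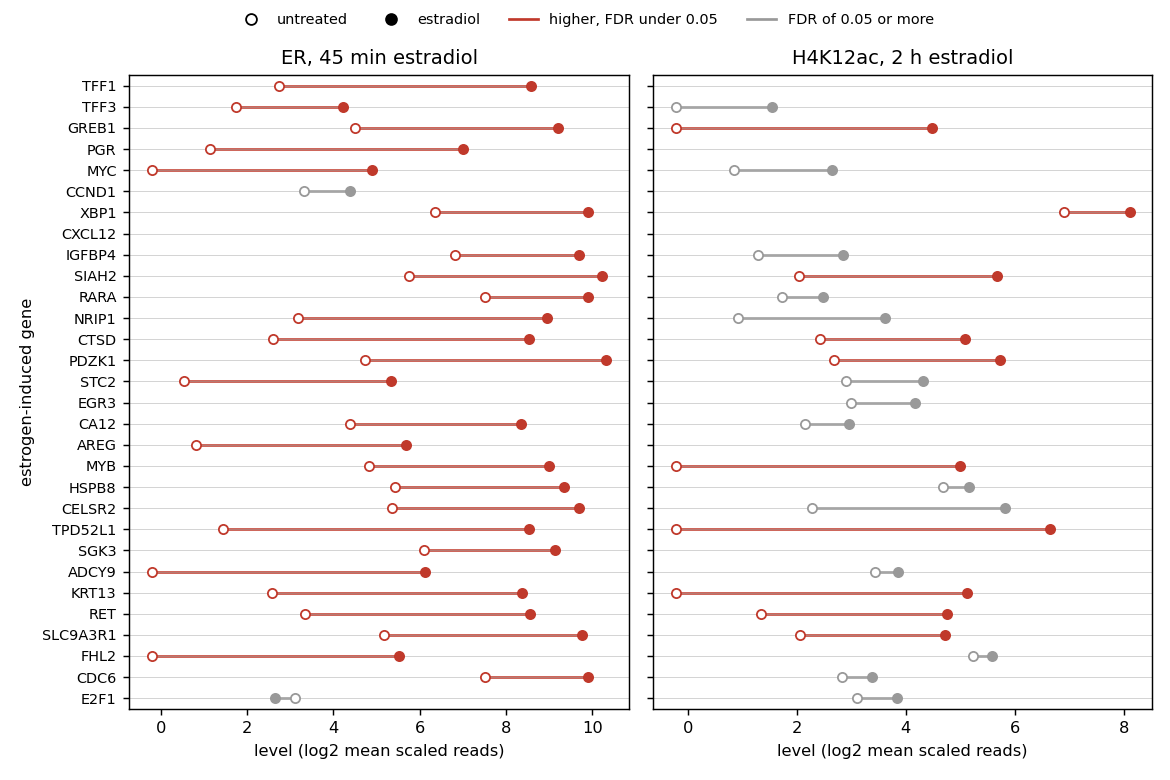
Level (log2 mean scaled reads, horizontal axes) untreated (open) and after E2 (filled) at the site with the smallest p of each estrogen-induced gene, for ER (left) and H4K12ac (right); red lines were called higher, grey lines did not pass and an empty row means no site. At least 1 site was called higher at 26 of 28 genes for ER and at 10 of 24 for H4K12ac.

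H4K12ac at luminal factors and keratins went both ways. ESR1 was lower at an intron (chromosome 6, 152003948 to 152005994, level 4.91 to 0.76, FDR 1.55e-05) and GRHL2 at another (6.0 to 3.93, FDR 0.00107) in the authors' deposited table. Thus 2 of 8 list genes with a site had one called lower, against 0.911% of all genes with a site (Fisher's exact test, adjusted p = 0.0200), and 1 gene had one called higher (adjusted p = 0.621). The call for losses did not hold in the permutation of genes within classes of the number of sites (adjusted p = 0.128) or in Fisher's exact test with sites up to 100000 bp from the gene (adjusted p = 0.108), where ESR1 and GRHL2 also had sites called higher. That gene was KRT19, through a site 521 bp from KRT13 that both genes share. Of 23 list sites, 1 was called higher and 2 lower (2 and 2 adjusted over the list alone). The loci named by the study had a called gain at 2 of 4 genes, GREB1 and XBP1 (2 of 15 sites called higher, 4 higher and 1 lower over the list alone, Fisher's exact test, adjusted p = 0.0212). This call was lost in the permutation of genes within classes of the number of sites (adjusted p = 0.180). It was also lost in Fisher's exact test with sites up to 100000 bp from the gene (adjusted p = 0.0814). The study named GREB1 and XBP1 from among the called sites of this same table, so this count is not independent evidence. Estrogen-repressed genes had no site called higher among 9 genes and 1 called lower, an intron of ABCG2 with a log2 fold of -3.34 (FDR 0.0128) in the authors' deposited table (0 higher and 1 lower of 15 sites over the list alone, 0 and 3 at an unadjusted p under 0.05, Fisher's exact test, adjusted p for lower = 0.356). No site was called at immediate early genes (4 genes with a site), ER coregulators (9), housekeeping genes (4), basal and mesenchymal genes (2) or genes of other tissues (4), by the authors' DESeq2 test in DiffBind. In the permutation of genes within classes of the number of sites, the random median with a gain was 1 gene for coregulators and 0 for the others. Lists this small could therefore hardly show a lack of calls. Over the list alone, 2 coregulator sites passed as higher and no site of the other lists did. At an unadjusted p under 0.05, 1, 5, 1, 0 and 2 sites of these lists were higher, in the order given, and no site was lower.

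Over the whole table, 11393 H4K12ac sites (70.0%, exact binomial interval 69.3 to 70.7) had a fold above 0, 4817 below 0 and 57 at 0, with a median of 0.44 in the authors' deposited table. Neighboring sites are not independent replicates, so no p is given for this share. Of the sites below 0, 1064 were listed at the lowest level in both conditions, where the value of -0.05 stands for no measured change, and without them 74.9% of sites were above 0. The same share was 67.2% among sites with a mean level of at least 3.

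The last comparison asked whether H4K12ac changed where ER bound. Within 500 bp of a gained ER site lay 2170 H4K12ac sites, and 14097 lay elsewhere. Near gained ER sites 11.8% of H4K12ac sites were called, 187 higher and 68 lower, against 0.865% elsewhere, 64 higher and 58 lower. Sites near ER were also wider (median 827 bp against 306 bp) and had a higher mean level (median 3.27 against 2.64), and the call rates are not corrected for this. Among called sites, the share that was higher was larger near ER than elsewhere (odds ratio 2.49, two-sided Fisher's exact test, p = 0.000106, which treats neighboring sites as independent). Within 500 bp of a transcription start this did not pass (13 higher and 2 lower near ER, 21 and 7 elsewhere, odds ratio 2.17, Fisher's exact test, p = 0.458). In a separate analysis limited to ER binding at starts, the study reported more regions with increased than with decreased H4K12ac. The counts here come from the genome-wide sites and do not test that result. All of the 5 sites with the smallest p in each direction, named above from IGF1R to UGCG and from NUDT7 to THADA, lay near a gained ER site. The median log2 fold was 0.57 near ER and 0.43 elsewhere, and 10000 random lists matched on mean level ranged from 0.36 to 0.47, so the ER-near median stood above all of them. This difference of 0.14 did not hold among sites with a mean level of at least 3 (-0.03, percentile 16.1), and its sign also changed without sites at the lowest level (-0.035, percentile 99.8 among lists matched on level). Fewer ER-near sites had a fold above 0 (67.2% against 70.5%), so ER-near sites were spread to both sides.

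**Figure D4:**
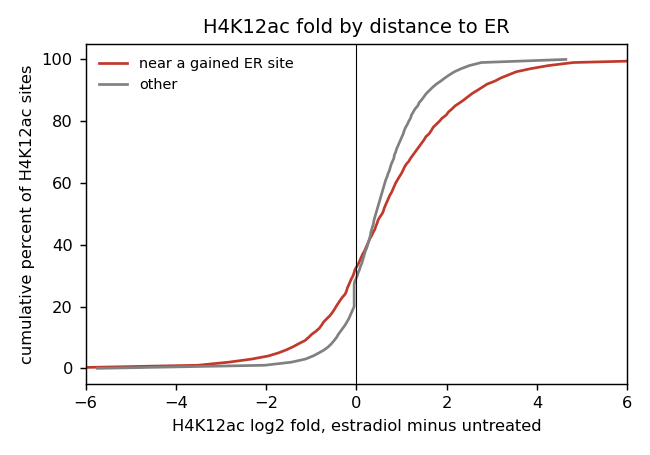
Cumulative percent of H4K12ac sites (vertical axis) by log2 fold, E2 minus untreated (horizontal axis, drawn from -6 to 6), for the 2170 sites within 500 bp of a gained ER site (red) and the 14097 others (grey). The red curve lies above the grey one at negative folds and below it at large positive folds, with medians of 0.57 and 0.43.

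Across 2486 pairs of an H4K12ac site and its nearest ER site within 500 bp, the sizes of the changes were related. Spearman's rho was 0.36 and Pearson's r was 0.31, each with a permutation p of 1e-05, the smallest that 100000 permutations can give. This relation is across sites, which are not independent replicates, and the experiments shared no libraries. It was the only relation of this kind computed, and ranking folds within 4 classes of mean level left a rho of 0.19.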

Values the study reported

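The study reported 16 884 sites with significantly more ER binding after E2 at an FDR of 0.05. For H4K12ac it reported more signal at 11393 sites and less at 4817 sites. It counted 377 individual H4K12ac sites past an FDR of 0.05.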

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

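Of these alternatives, those leaving out sites at the lowest level or on alternate contigs, the inclusive FDR limit, the restriction to transcription starts and the permutation of genes within classes of their number of sites were chosen after the tables were seen. Of 54 alternatives to the main results, 39 kept direction and side of the threshold or a count within 1.5 times. ER sites called higher ranged from 12754 to 17294. ER sites called lower numbered 2 at FDR under 0.01, 36 at FDR under 0.1, 4 at a mean level of at least 3 and 3979 with folds recentred, the last by construction, since 2.87 was subtracted from every fold. H4K12ac calls higher numbered 146 at FDR under 0.01 and 389 at FDR under 0.1, and 64 were lower at FDR under 0.01, as a threshold sets the count. The share of H4K12ac sites above 0 was 67.2% at a mean level of at least 3, 70.8% on chromosomes 1 to 22 and X, 77.9% at an unadjusted p under 0.05 and 74.0% without sites at the lowest level; the cause was not tested. The ER-near minus other difference of median H4K12ac folds was 0.07 with an overlap of at least 1 bp, 0.045 with all ER sites, -0.03 at a mean level of at least 3 (percentile 16.1), 0.09 within 500 bp of a transcription start (percentile 86.8) and -0.035 without sites at the lowest level, where the ER-near median still stood at percentile 99.8 of lists matched on level. The cause was not tested. Rho ranged from 0.19 to 0.36 over its alternatives. Of the 3 list results past the threshold for sites called higher, 1 passed (H4K12ac at estrogen-induced genes) in the permutation of genes within classes of their number of sites. For single lists, gains and losses together, 132 of 140 alternatives kept the side of the threshold, 6 lost it and 2 gained it (luminal factors and keratins, ER gains within 5000 bp of a start, adjusted p = 0.0315, and H4K12ac gains up to 100000 bp away, adjusted p = 0.0392). Many of the 132 could hardly change, such as ER losses, for which no list had a called gene, so this count does not measure stability. The 6 that lost it were ER gains at estrogen-induced genes, H4K12ac gains at the loci named by the study and H4K12ac losses at luminal factors and keratins. Each of these lost it with sites up to 100000 bp away and in the permutation of genes. Losses of H4K12ac at luminal factors and keratins lost it with sites up to 100000 bp away (adjusted p = 0.108) and in the permutation of genes (adjusted p = 0.128), and passed at FDR under 0.01 (adjusted p = 0.00536). Within 5000 bp of a start, 4 list results had no value, because no luminal gene and no locus named by the study had an H4K12ac site there. No paired analysis was possible because the tables hold 1 mean per condition and no values per library. For the same reason edgeR, DESeq2 with either set of size factors, filterByExpr, another pseudocount, leave-one-out and the replicate block were not run. Site groups by position were not run because a gene annotation was given. The tables do not give the depth per library, and a low mean level limits folds, since 1064 H4K12ac sites had no measured level in either condition.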

Other observations

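The test of low read counts, the test of gathering along chromosomes, the comparison of motif shares by distance to a start and without sites at the lowest level, and the choice of genes with the most gained sites were made after the results were seen. Several genes held many gained ER sites in and within 20000 bp of the gene. ITPK1, an inositol phosphate kinase, had 21 of 24 sites called higher, IGF1R had 20 of 23, GSE1 20 of 31 and ZMYND8 18 of 18. These genes are long, 147775 bp for ZMYND8 and 506680 bp for GSE1, so the counts are not corrected for length. For H4K12ac, ANPEP, an aminopeptidase, had 3 of 4 sites called higher, CXXC5, a zinc finger protein gene, 3 of 7, and IGF1R 3 of 19. VMP1, an autophagy gene, had 3 of 6 H4K12ac sites called lower, and THADA 3 of 11 with 1 called higher.

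The estrogen response element (ERE), the palindrome that ER binds directly, was present at 42.9% of ER sites called higher and 9.78% of those that did not pass, a difference of 33.1 percentage points (95% interval 32.1 to 34.0). Among sites called higher without those at the lowest level, its share went from 23.2% through 35.7% and 44.5% to 53.1% over 4 classes of rising fold (25.5% to 55.2% with those sites), so direct contact with the element may account for part of the size of the gain. A GATA motif, bound by GATA3 among others, was present at 22.3% against 7.85%, a difference of 14.4 percentage points (13.6 to 15.3), but its share went from 23.9% through 25.04% and 23.41% to 19.4% over the same classes. A forkhead motif, bound by FOXA1 among others, was present at 7.74% against 3.71%, 4.03 percentage points apart (3.46 to 4.59), short of the 5 set before the test and above the 2 set to exclude it, and its share went from 10.3% through 8.13% and 6.93% to 7.28% over these classes. Sites that did not pass lay more often near transcription starts, but over 1000 bp from a start the differences were 32.7 percentage points for the ERE (31.6 to 33.8), 13.0 for GATA (11.97 to 13.92) and 3.35 for the forkhead motif (2.67 to 3.99). Within 1000 bp they were 35.5 (32.0 to 39.0), 10.5 (8.31 to 12.9) and 4.09 (2.64 to 5.87), so each difference was present at both distances. For GATA within 1000 bp, sites called higher were not told apart from windows 2000 bp away (12.8% against 10.0%, 2.74 percentage points, -0.244 to 5.73). Sites that did not pass lay under their windows there (2.31% against 10.4%), so that GATA difference came largely from them. Farther from a start, sites called higher exceeded their windows (22.8% against 12.6%).

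The ER sites that did not pass had a median log2 fold of 0.27 (0.25 to 0.29). This leaves open whether low read counts hid gains at some of them, because the call itself took 99.4% of all sites with a fold above 1.93 (the median of the sites called higher divided by 2), so the median of the rest could hardly have been that high. Their CTCF motif share of 13.5% exceeded that of windows 2000 bp away by 11.9 percentage points (11.2 to 12.7), so CTCF sites left in the ER table are a candidate source of part of them. Their ERE share exceeded that of the windows by 2.59 percentage points (1.77 to 3.42), which leaves open whether some held receptor without added E2.

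The majority of H4K12ac sites with a fold above 0 was not limited to ER sites. Sites with no gained ER site within 3000 bp had a median log2 fold of 0.44 (0.42 to 0.45), so the folds as scaled were above 0 away from ER too. A scaling offset would raise these sites as well, so whether acetylation itself changed at ER sites only was not decided. A scaling offset between the conditions stays open, because sites far from ER with a CTCF motif had a median of 0.53 (0.50 to 0.57) and those without one 0.42 (0.40 to 0.44), and a motif does not make a site a control site. Over 4 classes of rising mean level, the sites far from ER had medians of 0.47, 0.72, 0.41 and 0.26 (0.23 to 0.28 in the highest class), whereas a single factor with nothing else would move all levels alike. The lowest class also holds sites at the lowest level in both conditions, whose folds cannot show a shift. A single factor together with other changes, or an offset that varies with level, stays open. No biological explanation of this majority was tested further.

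H4K12ac sites called lower gathered along chromosomes, with 40 of 126 having another within 1000000 bp against a median of 21 in 2000 random draws of sites (95% of draws 11 to 33, as many in 3 draws). The draws were matched on 20 classes of mean level and on lying within 500 bp of a gained ER site. Sites called higher also gathered, 104 of 251 against 77 (60 to 96). The bins of 1000000 bp with the most sites called lower were on chromosome 17 (57000001 to 58000000, 4 of 16 sites) and chromosome 20 (52000001 to 53000000, 4 of 14 sites). The untreated level of ER sites that did not pass served as a stand-in for background. In bins with a site called lower it was higher by 0.10 on the log2 scale (0.005 to 0.17) than in the bins of all H4K12ac sites. This level is signal at sites of the ER libraries, some of them near starts or with a CTCF motif. It cannot tell background or copy number in the H4K12ac libraries from other signal, so a higher background was neither shown nor excluded. Bins with sites called higher differed by 0.07 (0.01 to 0.12), so the difference was not specific to losses, and no biological explanation was tested.

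The 16884 ER sites at an FDR of at most 0.05 comprised 16872 higher and 12 lower.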
